# Early downregulation of Mcl-1 regulates apoptosis triggered by cardiac glycoside UNBS1450

**DOI:** 10.1038/cddis.2015.134

**Published:** 2015-06-11

**Authors:** C Cerella, F Muller, A Gaigneaux, F Radogna, E Viry, S Chateauvieux, M Dicato, M Diederich

## Abstract

Cardiac glycosides (CGs), prescribed to treat cardiovascular alterations, display potent anti-cancer activities. Despite their well-established target, the sodium/potassium (Na^+^/K^+^)-ATPase, downstream mechanisms remain poorly elucidated. UNBS1450 is a hemi-synthetic cardenolide derived from 2″-oxovorusharin extracted from the plant *Calotropis procera*, which is effective against various cancer cell types with an excellent differential toxicity. By comparing adherent and non-adherent cancer cell types, we validated Mcl-1 as a general and early target of UNBS1450. A panel of CGs including cardenolides ouabain, digitoxin and digoxin as well as bufadienolides cinobufagin and proscillaridin A allowed us to generalize our findings. Our results show that Mcl-1, but not Bcl-xL nor Bcl-2, is rapidly downregulated prior to induction of apoptosis. From a mechanistic point of view, we exclude an effect on transcription and demonstrate involvement of a pathway affecting protein stability and requiring the proteasome in the early CG-induced Mcl-1 downregulation, without the involvement of caspases or the BH3-only protein NOXA. Strategies aiming at preventing UNBS1450-induced Mcl-1 downregulation by overexpression of a mutated, non-ubiquitinable form of the protein or the use of the proteasome inhibitor MG132 inhibited the compound's ability to induce apoptosis. Altogether our results point at Mcl-1 as a ubiquitous factor, downregulated by CGs, whose modulation is essential to achieve cell death.

Cardiac glycosides (CGs) possess well-established pharmacological properties, which were more recently reconsidered for novel clinical uses. Originally prescribed to treat cardiovascular alterations, CGs also display interesting anti-cancer activities. Epidemiological studies correlated a reduced incidence of specific cancer types with the regular intake of selected CGs.^1, 2^ Preclinical *in vitro* and *in vivo* research demonstrated the ability of CGs to impact cell proliferation and survival of a variety of cancer cell models^3^ at low nanomolar concentrations. Of interest, CGs also affect cancer cell models typically resistant to canonical cytocidal agents.^4, 5, 6^ Furthermore, combinational treatments triggered synergistic effects.^7, 8, 9^

Besides apoptosis, CGs were also able to induce autophagic cell death, anoikis or immunogenic cell death.^10, 11, 12^ This heterogeneity reflects the extraordinary cytocidal potential of these compounds and reveals cross-talks existing among different cell death modalities as described for other natural compound acting as anti-cancer agents.^13^

CGs possess a steroid core structure and are sub-divided in two families depending on the chemical group on the D-ring at position 17: cardenolides (UNBS1450, ouabain, digitoxin and digoxin) contain a butyrolactone group, whereas bufadienolides (cinobufagin and proscillaridin A) exhibit an *α*-pyrone group. A sugar moiety on the A-ring of the steroid nucleus at position 3 determines pharmacokinetic and pharmacodynamic properties. Sugar moiety and lactone are in *cis*-conformation.^14^

Despite the known primary cellular target of CGs, the alpha subunit of the sodium/potassium-ATPase (Na^+^/K^+^-ATPase),^3, 14^ it was not yet possible to define a common mechanism of action. In fact, various cell death pathways are modulated by these compounds, depending on the cellular context. The dual activity played by Na^+^/K^+^-ATPases as homeostatic regulator and part of a complex signalosome^3, 4^ could explain these pleiotropic effects. The essential intracellular sensors/transducers of their anti-cancer action yet remain to be characterized.

The altered expression levels of anti-apoptotic members of the Bcl-2 (B-cell lymphoma 2) protein family is a common feature in cancer.^15^ Most cancer cell models overexpress one or more of the three major proteins: Bcl-2, Bcl-xL (B-cell lymphoma-extra-large) and Mcl-1 (myeloid cell leukemia-1). Discovered as crucial modulators of apoptosis, anti-apoptotic Bcl-2 proteins emerged more recently as important modulators of other essential cancer processes, including cell cycle, autophagy or cell metabolism.^16^ This aspect underlines the importance to target these proteins to further improve existing anti-cancer therapies. Mcl-1 became one of the most investigated members of the Bcl-2 family but the poor availability of specific Bcl-2 family inhibitors specifically targeting this protein hindered improved treatment protocols especially of Mcl-1 overexpressing and chemoresistant cancer types.^17, 18^

Despite many studies studying biological effects of CGs, only a limited number investigated their effect on Bcl-2 proteins. In a previous study, we characterized the cytostatic and pro-apoptogenic activity of the hemi-synthetic cardenolide UNBS1450 on human hematopoietic cancer cells.^19^ This compound is derived from 2″-oxovorusharin extracted from the plant *Calotropis procera* and is very effective against many cancer models while presenting excellent differential toxicity towards healthy cell types.^20, 21^

We prevously described an early downregulation of Mcl-1 without affecting Bcl-2 levels in line with results obtained with ouabain,^22^ digitoxin^23^ or selected bufadienolides.^9, 24^ Moreover Mcl-1 downregulation is a prerequisite for the induction of cell death mechanisms or the sensitization by other treatments like TRAIL (TNF-related apoptosis-inducing ligand).^9, 22, 23, 24^

Taken together, these findings suggest Mcl-1 as a common intracellular target modulated by CGs. In this study, we challenged this hypothesis by studying the modulatory effects of a panel of CGs, including both cardenolides (UNBS1450, ouabain, digitoxin and digoxin) and bufadienolides (cinobufagin and proscillaridin A) on Mcl-1 with a panel of human adherent and non-adherent cancer cell models of different origins. We show that all compounds share the common ability of modulating Mcl-1 but not Bcl-xL and Bcl-2. Taking UNBS1450 as model compound, we found that decreased Mcl-1 levels are essential for cell death induction. A microarray analysis confirmed the poor effects of UNBS1450 on transcription in general. Mcl-1 downregulation clearly occurred at the level of protein expression and required proteasome degradation but not caspases nor the BH3-only protein NOXA.

Altogether, our results indicate Mcl-1 as an ubiquitous key factor, independent of the cellular context, whose degradation is an essential early step in cell death induction modulated by CGs.

## Results

### Mcl-1 is an early and ubiquitous target of cardiac glycosides

We analyzed the impact of the hemi-synthetic cardenolide UNBS1450 on the expression levels of the three major anti-apoptotic Bcl-2 family proteins in U937 and Jurkat cells (Figures 1a and b). Mcl-1 was the earliest downregulated protein, followed by Bcl-xL; Bcl-2 was not affected. Caspase activation took place at late treatment times in both instances. To confirm Mcl-1 as a general target of UNBS1450, we tested this compound on other human cancer cell lines (lung, prostate, breast, blood and nerve tissue) (Figure 1c). The compound was active at low nanomolar concentrations already after 24 h of treatment (Table 1). UNBS1450, used in each cell line at the corresponding IC50 concentration, systematically triggered Mcl-1 downregulation. Bcl-xL modulation depended on the cellular context. Bcl-2 levels were not at all or barely changed, whenever the cells expressed this protein (Figure 1d).

Next, to generalize this property of CGs, we investigated the effects of three other cardenolides (ouabain, digoxin and digoxin) and two bufadienolides (cinobufagin and proscillaridin A) on Bcl-2 family protein expression and cell death induction. All CGs induced apoptosis in a dose-dependent manner between 10 and 200 nM (Figures 2a and b). We observed strongly decreased Mcl-1 expression at low apoptosis-inducing concentrations: treatment with 50 nM was generally sufficient to abrogate Mcl-1 protein expression, with proscillaridin A being even active at lower concentrations (10 nM). BCL-xL downregulation was incomplete and generally required concentrations>75–100 nM, depending on the compound. The differential modulation of Mcl-1 *versus* Bcl-xL was more evident with bufadienolides compared with cardenolides. We confirmed a reduced impact of Bcl-2 protein.

Altogether, these results document a general ability of CGs to decrease Mcl-1 expression, even before apoptosis is detectable.

### The anti-cancer effects of UNBS1450 are independent of transcriptional modulation

As the time required to modulate cell death and Mcl-1 protein expression is compatible with an alteration of gene expression mechanisms, it was our first hypothesis that CGs affect transcriptional activity. 

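U937 cells, a human histiocytic lymphoma line, were compared with and without UNBS1450, a cardiac glycoside that inhibits the sodium pump of the plasma membrane, on 16 Agilent whole-genome arrays of 2 colours. There were 4 arrays at each of 0, 3, 6 and 9 h, and each carried RNA of cells treated with 20 nM UNBS1450 in one dye and RNA of the control culture of the same time point in the other. The sample labels call the 4 arrays of a time point biological replicates. At 0 h the paper gives no treatment, so that both dyes held untreated cells and the 0 h arrays serve as a control, whereas the labels name the agent at 20 nM for that time point too. Some label fields also spell the cell line as U397 where the sample descriptions have U937. Treated RNA carried Cy5 in replicates 1 and 2 and Cy3 in replicates 3 and 4, so dye orientation and replicate pair coincide.
The authors extracted spot signals with GenePix Pro, subtracted background by the normexp method, and normalized by loess within arrays and Aquantile between arrays. The deposited values are the resulting log2 ratios of Cy5 over Cy3. Of 45220 spots, 40563 had a value on every array, and 28970 of these carry the symbol of a single gene in the platform annotation used here, which gives 17330 genes. The ratios of replicates 3 and 4 were turned to treated over control, and a limma model with a coefficient per time point was fitted to all 16 arrays. A gene was called changed at a fold change of at least 1.3 and an adjusted p under 0.05, and where a gene had several spots the one with the highest F-statistic was taken, as in the methods. Spot weights and intensities, which the methods use, were not used here.
Dye left a large mark on these ratios. Once turned to treated over control, arrays of opposite dye orientation at one time point correlated between −0.56 and −0.12 across spots, and arrays of one orientation between 0.44 and 0.68. Spots are not independent replicates, and no p-value was drawn from these correlations. A gene-specific dye effect cancels in the mean of the 4 arrays but adds to their spread, and 4 arrays per time point limit the precision. With a replicate left out, or within a single dye orientation, it no longer cancels, so such values mix the replicate with the dye.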

We assessed the effect of UNBS1450 after 3, 6 and 9 h of treatment prior to the accumulation of apoptotic markers by a transcriptomic approach. 

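At 9 h, 65 genes had more and 65 had less mRNA in UNBS1450-treated than in control U937 cells. At 3 and 6 h no gene passed the same thresholds in limma. EIF5, a translation initiation factor that makes eIF2 hydrolyse GTP, had a log2 fold change of −0.14 at 3 h and −0.67 at 6 h (standard error 0.24, n = 4 arrays, adjusted p = 0.529 at 6 h). SNX5, a sorting nexin of endosomes, stood at 0.12 at 3 h and 0.78 at 6 h (standard error 0.22, n = 4 arrays, adjusted p = 0.529 at 6 h). Without replicate 4 the means were 0.21 at 3 h and −0.42 at 6 h for EIF5, and 0.39 at 6 h for SNX5. Over all genes the median absolute log2 fold change was 0.054 at 3 h, 0.068 at 6 h and 0.087 at 9 h, and it was 0.056 at 0 h, when both channels held untreated cells. Where a gene had several spots, the F-statistic that chose among them covered 3, 6 and 9 h. That choice favours larger values at these hours and not at 0 h, here and in the counts per time point.
Without adjustment for multiple testing, 57 genes passed at 3 h, 126 at 6 h and 855 at 9 h, beside 100 at 0 h, where 98 of the 100 were lower in the channel labelled as treated. Robust regression in limma called 5 genes at 3 h, 8 at 6 h and 2 at 0 h. The count at 9 h moved to 520 with a dye coefficient for each gene, to 699 with a replicate block and to 313 with robust regression. No gene was called at 9 h when each time point was fitted on its own arrays, with array weights, or when adjusted over 3, 6 and 9 h together. Leaving out replicate 1, 2, 3 or 4, which also unbalances the dye orientations, left 0, 3, 0 or 61 genes.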

Up- and downregulated genes are detailed in Figure 3a. 

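No gene was called at more than 1 time point, since all 130 called genes were called at 9 h. Genes such as DDIT4, CLK4 and TXNIP had values of the same sign at 6 and 9 h. DDIT4, a stress-induced inhibitor of mTOR signalling, had a log2 fold change of −0.74 at 6 h (standard error 0.25, n = 4 arrays, adjusted p = 0.529). CLK4, a kinase of splicing factors, had 0.47 at 6 h (standard error 0.11, n = 4 arrays, adjusted p = 0.529), and TXNIP, which binds thioredoxin and limits glucose uptake, had 0.79 (standard error 0.29, n = 4 arrays, adjusted p = 0.529). Without replicate 4 the means at 6 h were −0.39 for DDIT4 and 0.34 for TXNIP. Across the 17330 genes, log2 fold changes at 6 and 9 h correlated at 0.62 and those at 3 and 9 h at 0.045. The untreated 0 h arrays correlated with 6 h at 0.53, and genes are not independent replicates.
Tested directly in limma, no gene changed differently between 3 and 6 h, between 3 and 9 h, or between 6 and 9 h. Without adjustment these comparisons passed 441, 818 and 83 genes, and 76 genes passed at more than 1 time point. Robust regression called 84, 259 and 5 genes in the 3 comparisons and 4 genes at more than 1 time point.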

Gene lists were not overlapping, meaning that no gene was differently expressed at a significant level at several time points. These results show that UNBS1450 had only a small, if any transcriptional impact at early time points. 

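The 130 genes called at 9 h were followed back to the earlier time points. The 65 genes higher at 9 h had a median log2 fold change of 0.47 there and of 0.29 at 6 h, −0.025 at 3 h and 0.073 at 0 h. All 65 lay above 0 at 6 h, as did 27 at 3 h and 57 at 0 h. The 65 genes lower at 9 h had medians of −0.51 at 9 h, −0.23 at 6 h, −0.084 at 3 h and 0.0023 at 0 h. Below 0 lay 62 of them at 6 h, 52 at 3 h and 30 at 0 h. On all 4 arrays of 6 h the direction was that of 9 h for 58 of the higher and 31 of the lower genes.
These genes were chosen by their 9 h values, and arrays of one replicate number can share deviations between 6 and 9 h, so the 6 h values are not independent of that choice. At 6 h the array of replicate 4 stood apart, with a median of 0.59 over the higher genes against 0.12 to 0.25 on the other arrays, and of −0.54 over the lower genes against −0.16 to −0.12.

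**Figure D1:**
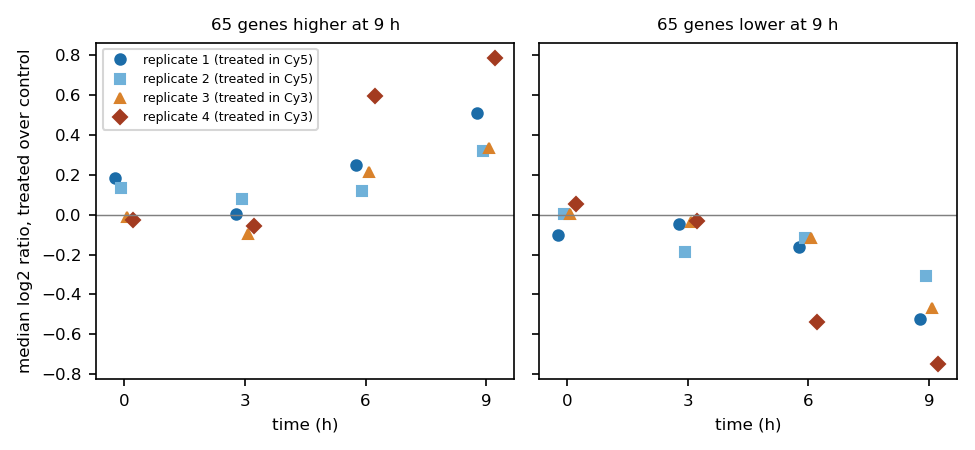
Median log2 ratio of treated over control cells, per array, of the 65 genes higher (left) and the 65 lower (right) at 9 h, against time in hours. Each point is 1 array, with replicates 1 and 2 labelled with treated RNA in Cy5 and replicates 3 and 4 in Cy3; replicate 4 lies farthest from 0 at 6 and 9 h in both panels.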

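EIF5 fell most of all called genes at 9 h, with a log2 fold change of −1.63 ± 0.51 (SD, n = 4 arrays; adjusted p = 0.0307 from limma). DDIT4 fell by 1.33 ± 0.81 on the log2 scale (SD, n = 4 arrays, adjusted p = 0.0405). Below −0.90 lay also PURPL, a long noncoding RNA of the p53 response, at −0.96, GCNA, a nuclear protein of germ cells, at −0.93, SSH3, a phosphatase of the slingshot family that acts on cofilin, at −0.92, and SCARNA17, a small RNA of Cajal bodies, at −0.92. SNX5 rose most, by 1.09 ± 0.57 (SD, n = 4 arrays, adjusted p = 0.0451), followed by EIF1B, a relative of the start-codon selection factor eIF1, at 0.86 ± 0.27 (SD, n = 4 arrays, adjusted p = 0.0426). Next came LOC105379499, which is not characterised, at 0.82, RFX1, a transcription factor of X-box promoters, at 0.81, CLK1, a kinase of SR splicing factors, at 0.75, and ARMC8, a subunit of the CTLH ubiquitin ligase, at 0.71. TXNIP reached 1.29 ± 0.89 (SD, n = 4 arrays) but missed the threshold with an adjusted p of 0.0516. Over the alternatives the adjusted p for the log2 fold change of TXNIP at 9 h ranged from 0.00115 with robust regression to 0.549 with the time point fitted on its own arrays.
Of the 130 called genes, 82 have several spots, and in 19 of these a spot pointed the other way. The other spot of SNX5 read −0.18 and that of DDIT4 −0.014, and the lowest of the 4 spots of ARMC8 read −0.41, whereas the 4 spots of EIF5 lay between −1.65 and −1.40. With the mean of all spots of a gene, RFX1 at 0.43, SSH3 at −0.48 and ARMC8 at 0.11 were no longer called. Of the 25 named genes called at 9 h, 13 lost the call without replicate 4. Among them were EIF1B (0.80), LOC105379499 (0.60), PURPL (−1.04) and CLK1 (0.51).

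**Figure D2:**
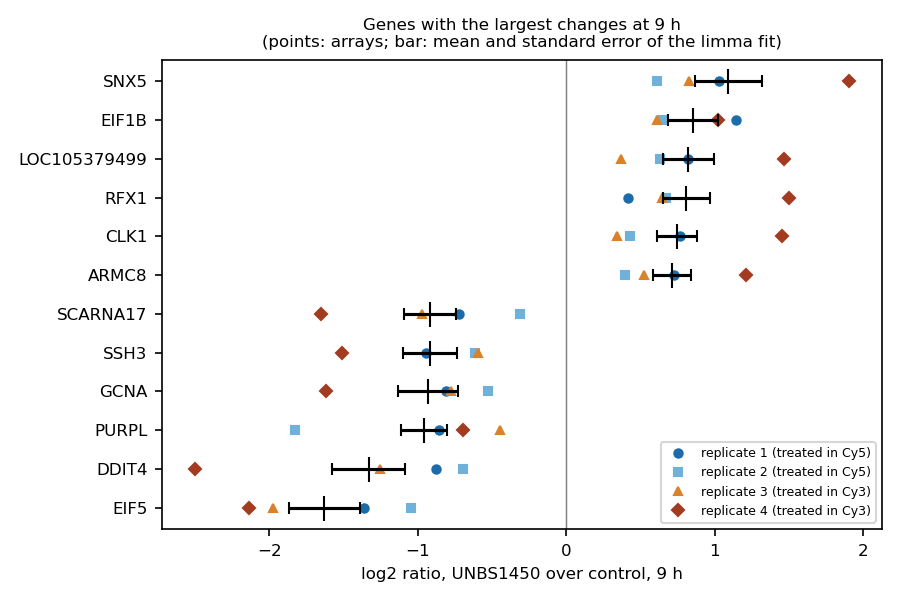
Log2 ratio of treated over control cells at 9 h for the 6 genes with the largest rise and the 6 with the largest fall among called genes with all 4 arrays in one direction. Points are the 4 arrays, the black mark is their mean and the bar the standard error of the limma fit; EIF5 lies between −2.14 and −1.05 on the 4 arrays.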

After 9 h of treatment the effect was stronger, with 744 genes significantly affected genes. Detailed results of significantly regulated genes are included in Supplementary Table S1.

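The genes listed in Table S1 were looked up array by array. Of its genes, 394 could be matched to a single spot through their accession. At 9 h, 196 of the matched genes have an average log2 expression of at least 7.5 in the paper's table, and 92.9% of these (exact 95% interval 88.3 to 96.0%) had all 4 arrays in the direction the table gives. Among the 140 matched 9 h genes under 7.5 the share was 12.1% (exact interval 7.24 to 18.7%), among the 38 of 3 h it was 15.8% (6.02 to 31.3%) and among the 20 of 6 h 15.0% (3.21 to 37.9%). These intervals treat genes as independent, though genes of the same arrays are not independent replicates. The paper called the genes on these same arrays, so that choice favours agreement in direction. All 50 genes the paper lists at 3 h and all 41 at 6 h have an average log2 expression under 7.5, as do 286 of its 744 at 9 h.
The genes at the ends of the paper's list illustrate the contrast; they were picked from the paper's values. At 3 h, DZIP1L, a gene of primary cilia, read 4.33 on the array of replicate 3 and between −0.11 and 0.13 on the others. ZFP42, the stem cell marker REX1, read 2.45 on that array and between −0.20 and 0.084 on the others. At 6 h, CKM, the muscle creatine kinase, read 1.54 on the array of replicate 3 and between −0.18 and 0.034 on the others. At 9 h, SPDYE1, of the Speedy/RINGO family of cell cycle regulators, read 2.55 on the array of replicate 4 and between −0.056 and 0.0098 on the others. TXNIP, in contrast, lay between 0.53 and 2.57 on all 4 arrays of 9 h. The mean of the 3 arrays other than the largest, in the paper's direction, had a median over genes of 0.32 for the 9 h genes of at least 7.5, 0.0056 for those under 7.5, 0.0022 at 3 h and 0.0047 at 6 h.

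**Figure D3:**
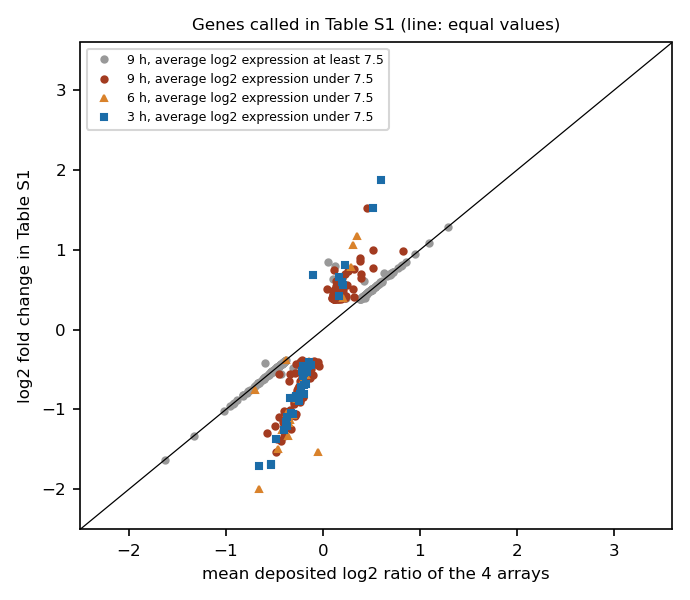
Log2 fold change in the paper's Table S1 against the mean deposited log2 ratio of the 4 arrays, for the matched genes of 3, 6 and 9 h. The line marks equal values; the 196 genes of 9 h with an average log2 expression of at least 7.5 lie along it (Pearson r = 0.986 across genes), 184 of them within 0.01.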

We performed a functional analysis of gene lists to summarize results in biologically meaningful categories (GO biological processes). 

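In place of GO categories, 41 gene lists were tested with ROAST, written before the array values were seen but after the paper's supplementary tables, which hold fold changes from these arrays, were read. At 3 and 6 h no list passed an FDR of 0.05, and no member of any list was called. The paper instead took a ROAST p under 0.005 as significant for its GO categories. At an unadjusted p under 0.005, 0 of the lists tested here passed at 3 h and 1 at 6 h. The targets of ATF4, the transcription factor of the amino acid response, came closest at 6 h, with 25 of 30 measured members below 0, a median log2 fold change of −0.10 and an FDR of 0.0676. Theirs was the list that passed at 6 h without adjustment, with a ROAST p of 0.0017. Ubiquitin conjugating enzymes and ligases had a median of 0.045 at 6 h (53 genes, FDR 0.480), and enzymes of amino acid catabolism one of −0.0091 (39 genes, FDR 0.811). At 3 h, translation initiation factors had a median of 0.0011 and a mean of −0.025 (42 genes, FDR 0.864), cytokines and chemokines a median of −0.0034 (55 genes, FDR 0.972), and olfactory and taste receptors a median of −0.0063 (39 genes, FDR 0.864). Farther from 0 at 3 h lay mitotic genes, with a median of −0.097 and 34 of 42 below 0 (FDR 0.864, from 1.84e-05 to 0.990 over the alternatives), and histone genes, with a median of 0.14 and 26 of 31 above 0 (FDR 0.864, from 0.000665 to 0.990 over the alternatives), where 27 of the 31 histone genes were above 0 at 0 h.
Adjusted over the list alone, no member was called at 3 h and 2 were called at 6 h. These were TLR2, the receptor of bacterial lipoproteins, at 0.43 (standard error 0.093, n = 4 arrays, adjusted p = 0.0107 over its list), and CLK4, at an adjusted p of 0.0272 over its list. At an unadjusted p under 0.05, 1 list passed at 3 h and 3 at 6 h. Camera with a preset correlation called 2 lists at 3 h, mitosis and histones, and 4 at 6 h, the ATF4 targets, ribosome biogenesis, ribosomal proteins and histones, and with an estimated correlation it called none at either time point.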

As expected from the small gene lists, only few categories were significant at 3 and 6 h (Figures 3b and c; Supplementary Table S2). 

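Amino acid response genes were lower at 9 h. Of 30 measured ATF4 targets 5 fell, none rose and 25 did not pass the test (6 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of −0.21 and an FDR of 0.00205 by ROAST. The 5 were DDIT4, SLC7A5, the leucine transporter, at −0.66 (adjusted p = 0.0385 from limma), ALDH1L2, a mitochondrial folate enzyme, at −0.49 (adjusted p = 0.0307), CEBPB, a transcription factor of the stress response and of myeloid cells, at −0.40 (adjusted p = 0.0451), and TRIB3, a pseudokinase that ATF4 induces, at −0.44 (adjusted p = 0.0451), the last named after its values were seen. CEBPB lost its call with a dye coefficient (−0.37), robust regression (−0.25), the mean of its spots (−0.32) or without replicate 4 (−0.27). SLC7A5 also lost its call without replicate 4 (−0.68). The median of the list was below 0 on each array, between −0.22 and −0.16. With an estimated correlation, camera gave an adjusted p of 0.0147.
Chaperones were lower as a group by ROAST, with a median of −0.14 over 25 measured genes and an FDR of 0.0472, a call lost with an estimated correlation (adjusted p = 0.344). Of these, HSP90AA1, the inducible HSP90, fell by 0.65 on the log2 scale (adjusted p = 0.0426), none rose and 24 did not pass (6 lower when adjusted over the list alone). HSP90AA1 was not called without replicate 4 (−0.735). HSPA8, the constitutive HSC70, read −1.02 and DNAJB1, an HSP40, −0.73, both called over the list alone and named after their values were seen, and without replicate 4 their means were −0.54 and −0.39. Enzymes of cholesterol and steroid synthesis were higher as a group by ROAST, with a median of 0.052 over 28 genes and an FDR of 0.0472, a call also lost with an estimated correlation (adjusted p = 0.344), and no member was called in either adjustment.
Ribosome biogenesis factors had a median of −0.22 over 48 genes and missed the threshold (FDR 0.0661, from 1.74e-07 with camera at a preset correlation to 0.499 with an estimated one, and 0.0463 with the highest-F spot of each gene), with no member called and 8 lower when adjusted over the list alone. Translation initiation factors had a median of −0.059 over 42 genes (FDR 0.117), with EIF5 lower and EIF1B higher in both adjustments. The list of the Na+/K+-ATPase and other ion pumps had a median of 0.044 over 18 genes (FDR 0.285). It passed with the highest-F spot of each gene (FDR 0.0463, the lowest over the alternatives, which reach 0.844). Potassium channels had a median of 0.010 over 36 genes (FDR 0.748). When adjusted over the list alone, ATP1B1, a β subunit of the sodium pump, was higher at 0.43 and the channel gene KCNG1 lower at −0.38, both named after their values were seen, with means of 0.26 and −0.22 without replicate 4. T cell markers had a median of 0.00047 over 24 genes (FDR 0.630), and neuronal and synaptic genes one of −0.0010 over 30 (FDR 0.848), and neither list had a member called in either adjustment.
The ATF4 targets lost their call in 2 of 21 other settings, the chaperones in 13 and the cholesterol enzymes in 11. The chaperones lost it without replicate 1, 3 or 4 (FDR 0.241, 0.167 and 0.126), with a median of −0.055 without replicate 4, and the cholesterol enzymes without any one replicate (FDR 0.0892 to 0.223), with a median of 0.081 without replicate 1. At 9 h the array of replicate 4 gave ribosome biogenesis a median of −0.46, against −0.15 to −0.072 on the others.

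**Figure D4:**
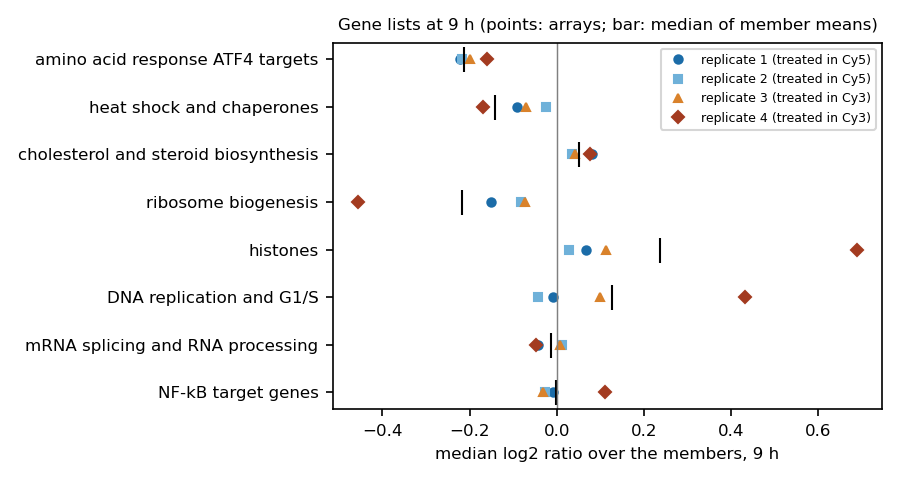
Median log2 ratio of treated over control cells at 9 h over the members of 8 gene lists. Points are the 4 arrays and the black bar is the median of the members' means; the ATF4 targets lie between −0.22 and −0.16 on all 4 arrays.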

After 9 h of treatment, a number of GO categories was associated with regulated genes, as shown in Figure 3d. 

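Among the lists of inflammation and of monocytes, TLR2 and CEBPB were called at 9 h, though CEBPB lost its call in the alternatives given above. TLR2 rose by 0.49 ± 0.064 (SD, n = 4 arrays, adjusted p = 0.0405 from limma), between 0.40 and 0.54 on the arrays, and was not called with the mean of its spots, 0.48. TLR2 was also not called with robust regression (0.30) or without replicate 4 (0.47, adjusted p = 0.0503 from limma). Its list, innate immune sensing and complement, had a median of 0.026 over 34 genes (FDR 0.117 by ROAST), with none lower and 33 that did not pass. The list passed without replicate 2, with a median of 0.060 and an FDR of 0.0133 (0.0133 to 0.851 over the alternatives), and had a median of 0.0051 without replicate 4. Adjusted over the list alone, 2 genes were higher and 1 lower, namely TLR2, C3AR1, the receptor of complement C3a, at 0.40, and TICAM1, the TRIF adaptor of Toll-like receptors, at −0.53, the latter both named after their values were seen, with means of 0.24 and −0.23 without replicate 4.
Cytokines and chemokines had a median of −0.0019 over 55 genes, with none called in either adjustment (FDR 0.823). Their receptors had a median of 0.017 over 39 genes (FDR 0.510), with none called and 2 higher and 1 lower when adjusted over the list alone. These 3 were IL1RAP, the accessory chain of the interleukin-1 receptor, at 0.80, TGFBR2, a receptor of TGF-β, at 0.52, and TNFRSF1A, a receptor of TNF, at −0.41, named after their values were seen, and without replicate 4 the means of IL1RAP and TGFBR2 were 0.39 and 0.26. Interferon-stimulated genes had a median of −0.025 over 33 genes and none called in either adjustment (FDR 0.270). Monocyte and macrophage markers had a median of −0.028 over 30 genes (FDR 0.594), with CEBPB lower and 29 not passing in both adjustments. At an unadjusted p under 0.05 in ROAST, innate immune sensing passed and the other lists of inflammation did not.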

Noteworthy, several categories were related to inflammation and cytokines. These results were in line with our previous observations showing the ability of UNBS1450 to impact important anti-inflammatory mediators such as Nuclear Factor-κB (NF-κB).^19^ 

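Of 37 measured targets of NF-κB, none was called at 9 h, and their median log2 fold change was −0.0025 (mean 0.053, FDR 0.748 by ROAST). Adjusted over the list alone, 2 were higher and 2 lower, and these 4 were named after their values were seen. REL and RELB, which encode subunits of NF-κB itself, read 0.65 and 0.72, and the inflammatory mediators IL1B and CCL2 read −0.50 and −0.62. Without replicate 4 the means of the 4 were 0.30, 0.36, −0.25 and −0.41. NFKB1, which encodes the p105 and p50 subunits, stood at 0.10 (standard error 0.065, n = 4 arrays, adjusted p = 0.433 from limma) and RELA, which encodes p65, at −0.068 (standard error 0.081, n = 4 arrays, adjusted p = 0.734), with 0.048 for NFKB1 without replicate 4. At an unadjusted p under 0.05 with a fold change of at least 1.3 neither NFKB1 nor RELA passed at 9 h.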

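Genes of RNA processing moved in both directions at 9 h. Of 57 measured genes of splicing and RNA processing, CLK1 and CLK4 rose, PRPF4 fell and 54 did not pass the test (3 higher and 2 lower when adjusted over the list alone). CLK4 rose by 0.68 ± 0.27 (SD, n = 4 arrays, adjusted p = 0.0375 from limma), and PRPF4, a protein of the U4/U6 small nuclear ribonucleoprotein, fell by 0.47 ± 0.16 (SD, n = 4 arrays, adjusted p = 0.0385). CLK1 (0.51) and PRPF4 (−0.41) were not called without replicate 4. The list as a group did not shift (median −0.014, FDR 0.934 by ROAST). Subunits of RNA polymerase II and Mediator had a median of 0.011 over 69 genes and none called in either adjustment (FDR 0.748).
Regulators of hematopoietic differentiation had a median of −0.074 over 40 genes (FDR 0.0718, from 0.0232 with camera at a preset correlation to 0.511 with an estimated one). CEBPB fell, none rose and 39 did not pass, with 8 lower and 1 higher when adjusted over the list alone. MYC, whose loss accompanies myeloid differentiation, read −1.19, and ID1, ID2 and ID3, which hold back differentiation factors, read −0.96, −0.72 and −0.59. CEBPA, IKZF1 and EGR1, regulators of differentiation in the same list, also lay lower, at −0.45, −0.42 and −0.38. RARA, the retinoic acid receptor α, read 0.49. These were called over the list alone and named after their values were seen. MYC read −2.93 on the array of replicate 4 and between −0.76 and −0.39 on the others, and without replicate 4 the means of MYC, ID1, ID2, ID3 and RARA were −0.60, −0.41, −0.39, −0.29 and 0.25. Among 17 erythroid markers TFRC, the transferrin receptor, fell by 0.51 ± 0.18 (SD, n = 4 arrays, adjusted p = 0.0486) and was the only member called in either adjustment (median 0.010, FDR 0.848).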

Besides, transcription, RNA processing and differentiation corresponded to affected categories. 

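Relative to the untreated 0 h arrays, no gene passed in limma at 3, 6 or 9 h. Without adjustment, 417 genes passed at 3 h, 33 at 6 h and 656 at 9 h, and robust regression called 25, 0 and 169. A fold change of at least 1.3 against the control culture, whatever its p, was reached by 93 genes at 3 h, 188 at 6 h and 905 at 9 h, and by 127 at 0 h. The choice of spot by the F-statistic favours larger values at 3, 6 and 9 h and not at 0 h. EIF5, with the largest fall at 9 h, read 0.11 at 0 h (standard error 0.24, n = 4 arrays). The paper set out from the hypothesis that cardiac glycosides act on transcription, since the time course of cell death and of Mcl-1 protein leaves room for it. It concludes from its gene lists, of which it states that they did not overlap, that UNBS1450 had little or no early effect on transcription. Taking its results together, it excludes early transcriptional steps as main regulators.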

Altogether we then exluded early transcriptional regulatory steps as key regulators of the molecular effects triggered by UNBS1450. We rather focussed on the effects of CGs on protein expression and turnover that we considered as more likely targets.

### UNBS1450 downregulates Mcl-1 protein levels

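MCL1 mRNA was not called at any time point on the arrays. Its log2 fold change was 0.020 at 3 h, −0.18 at 6 h and −0.068 at 9 h, and −0.12 at 0 h (standard error 0.060 each, n = 4 arrays, adjusted p = 0.529 at 6 h and 0.621 at 9 h from limma). At 6 h all 4 arrays lay below 0, between −0.29 and −0.073, as did all 4 at 0 h, between −0.19 and −0.045, when both channels held untreated cells. The 3 spots of MCL1 ranged from −0.18 to 0.14 at 6 h, and their mean gave −0.0072. With 1 replicate left out the value ran from −0.048 to 0.093 at 3 h, from −0.22 to −0.15 at 6 h and from −0.099 to −0.038 at 9 h. MCL1 encodes an anti-apoptotic protein with a short life.
Of 21 genes of the BCL2 family none was called at 9 h in either adjustment (median −0.0092, FDR 0.848 by ROAST), and none at 3 or 6 h. BCL2 and BCL2L1, the genes of the anti-apoptotic Bcl-2 and Bcl-xL, had log2 fold changes of −0.14 (standard error 0.076, n = 4 arrays, adjusted p = 0.376) and 0.096 (standard error 0.17, n = 4 arrays, adjusted p = 0.837) at 9 h, the latter with 0.72 on the array of replicate 1 and −0.13 to −0.099 on the others. PMAIP1, the gene of NOXA, which binds Mcl-1 and promotes its loss, read −0.24 at 3 h, 0.14 at 6 h and 0.20 at 9 h (standard error 0.12, n = 4 arrays, adjusted p = 0.432 at 9 h), and its 9 h mean was 0.042 without replicate 4. BAX and BAK1, the effectors of mitochondrial permeabilization, read −0.11 and 0.21 at 9 h (standard errors 0.074 and 0.15, adjusted p = 0.462 and 0.506), with −0.19 for BAX without replicate 2 and 0.071 for BAK1 without replicate 4.
Genes of Mcl-1 ubiquitination and turnover had a median of 0.0041 over 16 measured members at 9 h (FDR 0.806). HUWE1, an Mcl-1 ubiquitin ligase, read −0.38 (standard error 0.15, n = 4 arrays, adjusted p = 0.193), with −0.19 without replicate 1 and −0.13 as the mean of its 4 spots. FBXW7, the substrate receptor of another, read 0.076 (standard error 0.057, adjusted p = 0.537), and USP9X, which removes ubiquitin from Mcl-1, −0.033 (standard error 0.11, adjusted p = 0.927), each with arrays on both sides of 0. Proteasome subunits had a median of 0.023 over 36 genes (FDR 0.748), ubiquitin conjugating enzymes and ligases one of 0.058 over 53 (FDR 0.181), and caspases and their regulators one of 0.012 over 21 (FDR 0.584), with no member called. Adjusted over the list alone only UBA6, a ubiquitin-activating enzyme, was called in these lists, at 0.39, named after its values were seen, with a mean of 0.16 without replicate 4.

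**Figure D5:**
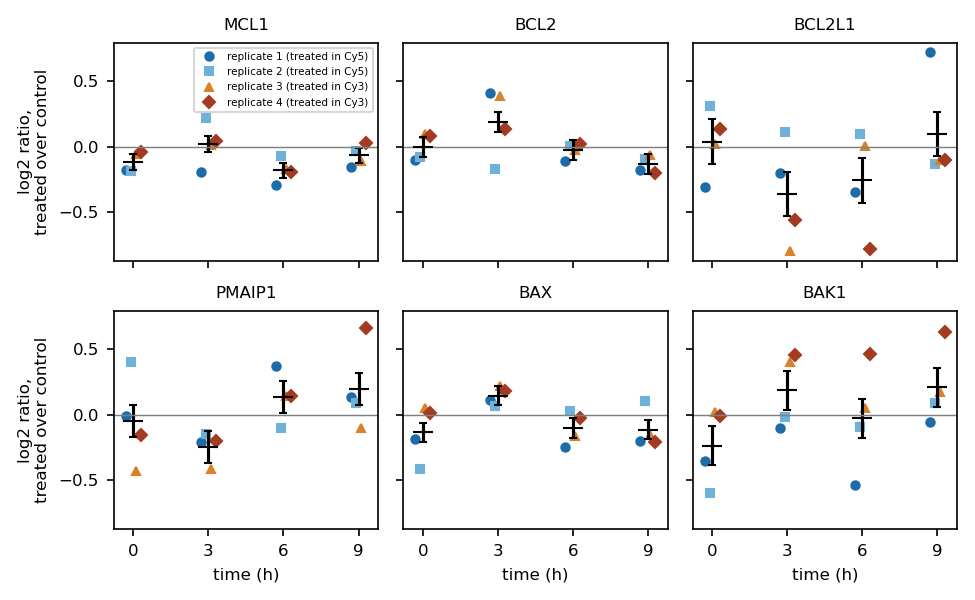
Log2 ratio of treated over control cells against time in hours for MCL1, BCL2, BCL2L1, PMAIP1, BAX and BAK1. Points are the 4 arrays of a time point, and the black mark and bar are the mean and the standard error of the limma fit; MCL1 lies between −0.29 and 0.22 on all arrays.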

Even though microarray analyses did not suggest transcriptional modulation as an early implicated mechanism, we first explored the impact of CGs on Mcl-1 mRNA expression levels by RT-PCR to further ascertain our results. Treatment of Jurkat cells with UNBS1450 did not trigger any modulation of Mcl-1 mRNA (Figure 4a). In U937 cells treated with UNBS1450 or ouabain (Figure 4b), Mcl-1 mRNA levels underwent a transient decrease prior to reaching initial levels even though Mcl-1 protein levels decreased. Altogether, these results excluded modulation of Mcl-1 mRNA levels as the cause for the observed early Mcl-1 protein decrease and prompted us to rather investigate changes at the protein level. We treated U937 cells with UNBS1450 and after 6 h we added the protein synthesis inhibitor cycloheximide (CHX). Single treatments with CHX or UNBS1450 decreased Mcl-1 protein levels similarly. The effect was amplified by a co-treatment with both compounds (Figure 4c). Proteasome inhibitor MG132 (5 *μ*M) added to U937 cells treated for 6 h with UNBS1450 abrogated the decrease of Mcl-1 protein levels (Figures 4d and e), thus indicating implication of the proteasome in the observed effect.

Bcl-2 proteins are well-known targets of caspases.^25, 26, 27^ In our instance, Mcl-1 downregulation occurred after 6 h of treatment whereas caspase activation and apoptosis happened after 10–12 h of treatment (Figures 1a and b). This different timing excludes caspases as early Mcl-1 modulators. To further confirm this hypothesis, we tested the effect of the pan-caspase inhibitor zVAD on UNBS1450-treated cells. We performed this analysis after 12 h of treatment, when caspase-3 cleavage and apoptotic cells were clearly detectable (Figure 4f). As expected, zVAD prevented caspase-3 cleavage and the accumulation of cells with apoptotic nuclear morphology. In contrast, it did not prevent Mcl-1 downregulation. Interestingly, Bcl-xL modulation also took place.

NOXA is a well-known binding partner of Mcl-1 and mediates Mcl-1 sequestration and degradation via the proteasome.^28^ We excluded any implication for this BH3-only protein in the early modulation steps of Mcl-1 by UNBS1450 as NOXA mRNA and protein only up-regulated between 10 and 12 h of treatment (Figure 4g). These results do not exclude a possible role of NOXA in late amplification loops of the apoptotic signaling.

Altogether, our results show that UNBS1450 modulated Mcl-1 expression at a post-transcriptional level, via a mechanism affecting its protein levels.

### Inhibition of Mcl-1 protein degradation protects cells against UNBS1450-induced apoptosis

Next, we investigated whether Mcl-1 downregulation was critical for apoptosis induced by UNBS1450. To address that question, as a first strategy, we induced ectopic overexpression of the human Mcl-1 gene (Supplementary Figure 1). We used the neuroblastoma SH-SY5Y cell model, that expressed consistent levels of Mcl-1 and underwent similar modulations as U937 and Jurkat cells following treatment with UNBS1450 (Figures 1c and d). U937 and Jurkat cells models were not suitable as U937 were only poorly transfectable in our hands and Jurkat were not able to maintain WT Mcl-1 overexpression over the time of the experiment (data not shown). Transfected SH-SY5Y cells showed consistent overexpression of WT Mcl-1; after treatment with UNBS1450, however, we assisted to a severe downregulation of Mcl-1 protein, even by using two different plasmids bearing the human WT Mcl-1 gene (referred to as WT Mcl-1 (1) and WT Mcl-1 (2)).^9, 29^ Therefore, any attempt of modulating apoptosis with this approach was inconclusive (Figures 5a and b). As an alternative strategy, SH-SY5Y cells were transfected with a construct overexpressing human Mcl-1 protein with mutated ubiquitination sites (KR Mcl-1).^30^ Under these conditions, Mcl-1 overexpression was maintained even after UNBS1450 treatment and the cells overexpressing KR Mcl-1 were more resistant to UNBS1450-induced apoptosis induction compared to mock-transfected cells: we observed a reduced number of cells with fragmented apoptotic nuclei (21.8 +/− 4.4% *versus* 42.0 +/− 6.0% of apoptosis; Figure 5c) as well as the prevention of caspase-3 and -7 cleavage (Figure 5d). Transfection of U937 and Jurkat cells with KR Mcl-1 plasmid was accompanied by a lower, but consistent upregulation of Mcl-1, maintained over the time (Supplementary Figure 2). The treatment with UNBS1450, however, again almost completely abrogated Mcl-1 upregulation. This result may be a consequence of a reduced ability of these cells to be transfected. Besides, we cannot exclude the existence of additional proteasome-independent mechanisms that modulate Mcl-1 in these hematological cells.^31^ Therefore, in U937 and Jurkat, it was not possible to reliably prevent Mcl-1 downregulation to elucidate the role of this modulation in UNBS1450-induced apoptosis.

Next we addressed the question whether proteasome inhibition also protected cells against UNBS1450-induced apoptosis. Again, U937 and Jurkat cells were too susceptible to long time exposure to proteasome inhibitors and could not be used for this test. Alternatively, SH-SY5Y cells were treated for 6 h with UNBS1450 before adding 5 *μ*M of MG132. As expected, this compound prevented Mcl-1 downregulation in SH-SY5Y cells and at the same time, it strongly prevented apoptosis (Figures 5e–g).

Altogether these results show that Mcl-1 modulation is relevant for the cytotoxic potential of UNBS1450. Moreover, our results provide evidence that this modulation is essential for the anti-cancer action of CGs in general.

## Discussion

Mcl-1 modulation ubiquitously occurs in different cancer cell models, independently of origin and characteristics, following treatment with CGs. We selected the hemi-synthetic cardenolide UNBS1450 for mechanistic studies because of its favorable differential toxicity.^19^ This compound has initially been selected for its reduced affinity for the *α*-2 Na^+^/K^+^ ATPase subunit, the most important isoform expressed in cardiomyocytes,^32^ with the aim to prevent cardiac side effects.^20^ Finally, it is active at lower nanomolar concentrations than the other cardenolides, especially against drug-resistant cancer subtypes.^4, 5, 6^

In a previous study, we documented the early downregulation of Mcl-1 induced by UNBS1450 in the hematopoietic cancer cells.^19^ Here, we demonstrate that cardenolides (ouabain, digitoxin, digoxin) or bufadienolides (cinobufagin and proscillaridin A) similarly modulate Mcl-1. Interestingly, Bcl-2 is not or only modestly affected by the treatment whereas Bcl-xL modulation is not a common hallmark, but rather depending on the cellular context. Proscillaridin A in particular appears to be more differentially active against Mcl-1 *versus* Bcl-xL at lower concentrations underlining the interest of this compound for further investigations. In the future, differential molecular effects could be assessed by analysis of structure-activity relationships to suggest differential signaling patterns.

Remarkably, if there is a consistent number of papers exploring the link between the anti-cancer effects of CGs and the signaling events triggered downstream of the Na^+^/K^+^-ATPase, only a very few ones focused so far on the modulation of Bcl-2 family proteins, especially Mcl-1: the cardenolides ouabain and digitoxin were shown to downregulate Mcl-1 in lung cancer cell lines^22, 23^ whereas bufadienolides, including bufalin, bufotalin and gamabufotalin, decreased its expression in breast or adenocarcinoma cell models.^9, 24^ Altogether, Mcl-1 seems an underestimated factor while investigating the anti-cancer action of CGs.

Our studies with UNBS1450 underline the relevance of Mcl-1 downregulation to achieve apoptosis. Strategies that prevent Mcl-1 decrease, by including overexpression of a non-ubiquitinable form of Mcl-1 and inhibition of the proteasome, protected the neuroblastoma SH-SY5Y cells from UNBS1450-induced apoptosis. Vice versa, overexpression of Bcl-2 does not impact the cytocidal effect of UNBS1450 in the same cells (Supplementary Figure 3), further underlining the differential role played by these two proteins in UNBS1450-induced apoptosis.

In our hands, overexpression of WT Mcl-1 is insufficient to revert the impact of CGs on cell death. The difference in basal Mcl-1 protein levels we observed in WT Mcl-1 *versus* KR Mcl-1 SH-SY5Y overexpressing cells is likely a direct consequence of the difference in Mcl-1 protein turnover, strongly impeded in the presence of KR-Mcl-1: after 6 h of incubation with 5 *μ*M MG132 (a window of time selected to avoid cytotoxic effects of MG132 in SH-SY5Y) we observe a consistent increase in Mcl-1 levels in SH-SY5Y cells overexpressing WT Mcl-1 (4-fold with compared to basal Mcl-1 levels), therefore supporting the hypothesis that differences in the efficiency of WT *versus* KR Mcl-1 plasmids used are not the main critical reason of such a modulation (data not shown). Our results are also in line with previous reports with chemically unrelated compounds where overexpression of Mcl-1 was reduced by the treatment even in cells presenting elevated expression levels.^31, 33, 34^ Mcl-1 is controlled at many levels of its expression allowing efficient and rapid downregulation and our results demonstrate the efficiency of UNBS1450 to efficiently abrogate both constitutively and ectopically overexpressed WT Mcl-1.

One tempting hypothesis for the rapid and complete downregulation of Mcl-1 could be inhibition of its transcription or even at the level of the transcriptome. Using UNBS1450, we clearly show here that neither the transcriptome, in general, nor Mcl-1 mRNA expression are impacted by the treatment at time points compatible with the decreased protein levels. Many upstream signaling pathways converge towards the control of Mcl-1 gene transcription and its mRNA stability. Modulations involving these early steps of Mcl-1 expression were recently documented for the polyphenol quercetin.^35^

We clearly favored the idea of UNBS1450 regulating a rapid downregulation of Mcl-1 protein, without involving caspases and NOXA, both well-known modulators of Mcl-1.^18, 27^ NOXA cannot be implicated in the early phase of Mcl-1 downregulation as its upregulation after 12 h rather suggests a role in downstream amplification loops of apoptosis.

We rather suspect Mcl-1 protein degradation requiring the proteasome. Here several factors may deserve future investigations such as ubiquitin E3 ligases (as SCF^Fbw7^ and Huwe1), promoting ubiquitination, or Usp9x (ubiquitin-specific peptidase 9, X-linked) that is leading to Mcl-1 de-ubiquitination. These post-translational steps generally occur after phosphorylation of Mcl-1 and/or interaction with NOXA, most likely not a major regulator here.^36^ In addition, Mcl-1 is the one of the Bcl-2 family proteins mostly affected by metabolic alterations.^37, 38, 39^ As CGs, including UNBS1450, were shown to induce autophagy and cytostatic effects,^3, 40^ Mcl-1 modulation might become an interesting indicator of other anti-cancer (anti-metabolic?) activities of CGs, so far still to be characterized and potentially contributing to their heterogeneous biological effects. Regarding this aspect, further studies will be necessary in the future to verify the potential co-existence of ubiquitin-independent mechanisms, translational arrest or mechanisms that could contribute to Mcl-1 protein instability. The exploration of these additional areas of investigations will be very relevant in the next future. It is well known that Mcl-1 protein has a much shorter half-life than Bcl-2 and Bcl-xL proteins.^41^ This fact has recently led to consider Mcl-1 as an indicator of cell metabolism alterations through the impact of the mTOR (mammalian target of rapamycin) pathway and subsequent translational inhibition.^42^ This scenario might be also compatible with a general impact of CGs on global protein synthesis.^43, 44, 45^

Mcl-1 expression, however, does not seem to be the unique factor determining the susceptibility towards CG treatment as the comparison between basal levels of the major anti-apoptotic Bcl-2 family proteins (Figure 1c) and susceptibility to UNBS1450 in the panel of cancer cell lines examined (Table 1) is suggesting. The elucidation of the upstream modulatory mechanisms implicated, the balance with other Bcl-2 family proteins (including the pro-apoptotic Bcl-2-associated X protein (Bax) and Bcl-2 homologous antagonist killer (Bak)), as well as the potential difference generated by the cellular context remain the next challenges. The known primary target of CGs is the Na^+^/K^+^-ATPase. The effect on Mcl-1 expression is most likely the consequence of downstream signaling events.^2, 3^ Alternatively, we cannot exclude the hypothesis of a direct interaction between Mcl-1 and CGs even though, at the present level of our investigations, the timing of the observed modulation rather hints at upstream events to be involved. Our preliminary data indicate that cholesterol depletion by β-methyl-cyclodextrin efficiently prevents both Mcl-1 downregulation as well as apoptosis induced by UNBS1450 (Cerella *et al.*, manuscript in preparation). In line with our signaling hypothesis is the observation that pan-Src inhibitor also prevents UNBS1450-induced Mcl-1 downregulation. Previous findings with other CGs ^46^ generalize this observation and clearly suggest a potential ON-target effect via inhibition of Na^+^/K^+^-ATPase and Src proteins.^40^ The hypothesis of the Na^+^/K^+^-ATPase as the center of a complex signalosome remains to be further investigated but emerging evidence point at signaling cascades that are initiated downstream. The structural heterogeneity of selected CGs will then allow decoding the intricate regulatory pathways activated and explaining the selective activation of downstream kinase cascades.

In conclusion, we define here the downregulation of anti-apoptotic protein Mcl-1 as a common hallmark and essential target of CGs. Our study opens avenues for the investigation of key signaling events and the potential role of Mcl-1 as an indicator of anti-cancer activities of these compounds beyond apoptosis.

## Materials and Methods

### Cell culture

Histiocytic lymphoma U937, chronic myelogenous leukemia K562, T-cell leukemia Jurkat, Burkitt lymphoma Raji, prostate cancer PC-3 and DU145, lung adenocarcinoma A549 cell lines were purchased from DSMZ (Braunschweig, Germany). Neuroblastoma SH-SY5Y, SK-N-AS and BE(2)-M17 and breast cancer MCF-7 and MDA-MB-231 cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in RPMI 1640 or DMEM medium (Lonza, Verviers, Belgium) supplemented with 10% (v/v) fetal calf serum (FCS; Lonza, Verviers, Belgium) and 1% (v/v) antibiotic-antimycotic (BioWhittaker, Verviers, Belgium) at 37 °C and 5% of CO2. Experiments were performed in culture medium containing 10% of FCS with cells in exponential growth phase. Cells were routinely controlled to exclude mycoplasma contamination. Non-adherent cells were seeded in fresh complete medium at concentrations of 300 000 cells/ml. After 1 h of recovery in the incubator, they were treated at the indicated concentrations. Adherent cells were seeded 36 h before treatment at concentrations of 5000 cells/ well in 96-well plates for viability and proteasome activity assays or 300 000 cells/well in 6-well plates for all the other assays.

### Compounds and treatment

All compounds were from Sigma-Aldrich (Bornem, Belgium) unless otherwise stated. UNBS1450 was a kind gift from Unibioscreen (Brussels, Belgium), prepared and stored as previously described.^19^ Ouabain, digoxin, digitoxin, cinobufagin and proscillaridin A were solubilized in dimethyl sulfoxide (DMSO) and stored at −20 °C. Cycloheximide (CHX) was diluted in sterile water at 1 mg/ml and stored at −20 °C. Cells were pre-treated for 6 h with UNBS1450 (20 nM) before adding 10 *μ*g/ml CHX. MG132 was diluted in DMSO at a stock concentration of 5 mM. For the proteasome activity assay, U937 and SH-SY5Y cells were incubated at indicated concentrations for 2 h before the measurement (see section below). For protein stability assays, U937 cells were incubated for 6 h at 20 nM UNBS1450 before adding 5 *μ*M MG132. Samples were collected for further analysis at the indicated times. For the analysis of apoptosis parameters, SH-SY5Y cells were treated with 25 nM UNBS1450 for 10 h before adding 5 *μ*M MG132 and samples were collected after 6 h. The pan-caspase inhibitor I z-VAD (OMe)-FMK (zVAD; Calbiochem, Leuven, Belgium) was diluted in DMSO at a concentration of 50 mM and added 1 h before treatment with UNBS1450 at the final concentration of 50 *μ*M.

### Cell viability assay

Cell viability was measured by using Cell Titer-Glo Luminescent Cell Viability Assay kit (Promega, Leiden, Netherlands) according to the manufacturer's instructions. The luminescence signal, proportional to the amount of ATP, was quantified by using an Orion Microplate Luminometer (Berthold, Pforzheim, Germany). Data were normalized to the control and reported as percentage of viable cells. IC50 values were estimated by treating cells with a suitable range of concentrations (from 0 to 100 nM).

### Proteasome activity assay

Proteasome activity was evaluated using Proteasome-Glo (Chymotrypsin-like/Caspase-like/Trypsin-like) cell-based assays (Promega).^47^ Cells were treated with the indicated concentrations of MG132 and the luminescence signal was quantified by using an Orion Microplate Luminometer. Cell viability was measured in parallel to exclude any bias. Data were normalized to the control and the specific proteasome activities indicated in percent.

### Analysis of apoptosis

Apoptosis was quantified by analysis of the nuclear morphology by fluorescence microscopy (Leica-DM IRB microscope, Lecuit, Luxembourg, Luxembourg), after staining cells with Hoechst 33342 (Sigma-Aldrich) The percentage of apoptotic cells was quantified as previously described by counting at least three random fields out of 100 cells.^48, 49^ For adherent cell models, trypsinization was performed before staining and analysis.

### Transfections

pCMV-HA-Mcl-1 plasmid encoding wild-type human Mcl-1, WT-Mcl-1 (1) was kindly donated by Pr. Carine Michiels (University of Namur, Belgium);^9^ pcDNA3.1-hMcl-1 was a gift from Roger Davis (Addgene plasmid 25375, Cambridge, MA, USA), indicated in the text as WT-Mcl-1 (2);^29^ pcDNA3.1 vector bearing the sequence of the human gene Mcl-1 with mutated ubiquitination sites was kindly provided by Pr Gregory J Gores (Division of Gastroenterology and Hepatology, College of Medicine, Mayo Clinic, Rochester, MN, USA).^30^ Corresponding empty control plasmids were used in parallel. Cells were transfected with Jet Prime kit (Polyplus, Ilkirch, France) according to the manufacturer's instruction. After 24 h, medium was replaced and cells were treated with the indicated compounds at the corresponding IC50 concentrations (20 nM for U937 and Jurkat cells; 25 nM for SH-SH5Y cells).

### RNA extraction and Real-Time PCR analysis

Cells were re-suspended in TRIzol (Invitrogen, Fisher Scientific, Tournai, Belgium), prior to RNA extraction, and stored at −80 °C. Two *μ*g RNA were used for reverse transcription using the SuperScriptTM III first strand synthesis system and random hexamer primers (SuperScript First-Strand Synthesis System; Invitrogen, Fisher Scientific). Real-time PCR analysis was performed using the SYBR Green PCR Master Mix (Power SYBR Green PCR Master mix 1 × , Applied Biosystems, Halle, Belgium) according to the manufacturer's protocol (7300 Real Time PCR System (Applied Biosystem). Quantification was performed in triplicate, and expression levels of Mcl-1 mRNA (sense: 5′- CCAAGGCATGCTTCGGAAA-3′, antisense: 5′-TCACAATCCTGCCCCAGTTT-3′) were normalized by using internal standards: *β*-actin (sense: 5′-CTCTTCCAGCCTTCCTTCCT-3′ antisense: 5′-AGCACTGTGTTGGCGTACAG-3′). Relative gene expression levels correspond to fold induction (RQ) compared with untreated cells.

### Extraction of cellular proteins and western blot analysis

Cells were washed with cold phosphate buffer saline (PBS); then, pellets were lysed using M-PER Mammalian Protein Extraction Reagent (Pierce, Erembodegem, Belgium) completed with a protease inhibitor cocktail (Roche, Luxembourg, Belgium), 1 *μ*M PMSF, 1 mM sodium orthovanadate, 5 mM sodium fluoride) and incubated 15 min at +4 °C in a shaking platform; then centrifuged 15 min at 15 000 at +4 °C for clarification. Twenty *μ*g of proteins were mixed with 2 × Laemmli buffer and boiled. Samples were loaded onto a sodium dodecyl polyacrylamide gel (SDS-page; stacking: 4% resolving: 10%). After migration, proteins were transferred to a polyvinylidene difluoride membrane (GE Healthcare, Roosendaal, The Netherlands), followed by blocking in PBS 0.1% Tween containing 5% milk or BSA (bovine serum albumin).

Membranes were incubated with the following primary antibodies: anti-Mcl-1 (1/1000, ON +4 °C, 5% BSA-PBS-T, Cell Signalling Biotechnology, Leiden, Netherlands, cod. 4572), anti-Bcl-xL (1/1000, ON +4 °C, 5% milk-PBS-T, BD Biosciences, Erembodegem, Belgium; cod. 610212), anti-Bcl-2 (1/2000, ON +4 °C, 5% milk-PBS-T, Calbiochem; cod. OP60), anti-Caspase-3 (1/1000, ON +4 °C, 5% milk-PBS-T, Santa Cruz Biotechnology, Boechout, Belgium; sc-56053), anti-*β*-actin (1/10000 1 h RT 5% milk-PBS-T, Sigma-Aldrich; cod. A5441). After incubation, membranes were washed with PBS-T, and incubated with the appropriate secondary antibodies anti-mouse-HRP or anti-rabbit-HRP for 1 h at RT (Santa Cruz Biotechnology or BD Biosciences). After washing, the membranes were revealed using ECL Plus Western Blotting Detection System Kit (GE Healthcare). Chemiluminescence was detected with LasMini (GE Healthcare). The bands were quantified using ImageJ, version 1.43u (from National Institutes of Health, Bethesda, MD, USA; http://rsbweb.nih.gov/ij/). Sample loading was controlled using *β*-actin.

### Microarray analysis

Treatments with 20 nM UNBS1450 were started in the exponential growth phase, 24 h after passage with 2 × 10^6^ cells. Recovery of cells was performed after 0 (no treatment), 3, 6 and 9 h, a separate control sample was performed for each time point. Total RNA was extracted from a batch of 2 × 10^6^ to 5 × 10^6^ cells by TRIzol (Invitrogen) and cleanup was performed by the RNeasy Mini Kit (Qiagen, Venlo, The Netherlands). Quantification of RNA was assessed by Nanodrop (Isogen Life science, Sint-Pieters-Leeuw, Belgium). An RNA integrity value>9 was considered acceptable (Agilent Bioanalyzer 2100, Agilent Technologies Belgium, Diegem). Microarray experiments using Agilent 4112 F Whole Human Genome Oligo microarrays (Agilent Technologies) were done according to the manufacturer's protocol with 200 ng of total RNA for the preparation of cDNA probes and Cy5- and Cy3-labeled cRNA probes (Low RNA Input Linear Amplification Kit, PLUS, Two-Color). The hybridized and washed probes on each glass slide were scanned by an Axon 4100A microarray scanner (Sunnyvale, CA, USA). Axon GenePix Pro software version 6.1 was used for feature extraction. Gene expression data were analyzed using the BioConductor^50^ package ‘LIMMA' (version 3.6.1) ^51^ in the R statistical programming environment (version 2.12.0).^52^ Spots with SNR lower than 1 or flagged as absent were down-weighted in subsequent analysis. Spots flagged as bad in every array were removed from the analysis. Pre-processing included background subtraction ‘normexp' with an offset of 50,^53^ ‘loess' within-array normalization and ‘Aquantile' between-array normalization. Entrez Gene IDs were assigned to the corresponding Agilent probe ID, using the Bioconductor annotation package ‘hgug4112a.db' version 2.4.5.^54^ Spots without Entrez Gene ID annotation were further removed. Significant spots were selected on the basis of a fold change of at least 1.3 and *P*-value cut-off of 0.05 after multiple hypothesis correction.^55^ In case of multiple spots for the same gene, only the most significant (highest F-statistic), was selected for further analysis.

### Geneset analyses

GO analysis using whole microarray results was performed using the geneset analysis algorithm ROAST,^56^ part of LIMMA package (version 3.18.13^51^) in R/Bioconductor framework (version 3.0.3),^52^ using 9999 rotations weighting genes using their average experimental expression level, as suggested in Wu *et al.*^56^ We used MsigBD ‘c5 biological process version 4.0^57^ as source, restricting the analysis to the 574 genesets of 15 genes up to 500 genes. *P*-value<0.005 was considered significant. ROAST results were visualized in Cytoscape version 2.8.2,^58^ using Enrichment Map plug-in version 1.2.^59^ We used Jaccard Overlap Combined Index and a threshold of 0.375 to link gene sets.

### Microarray data accessibility

The gene expression profiles reported in this paper have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus database. The accession number is pending.

### Statistical analysis

Data are presented as mean of at least three independent experiments±standard deviation. Significance was estimated by using one-way or two-way ANOVA tests, as further detailed in figure legends. *Post-hoc* analyses where performed using Prism 6 software, GraphPad Software (La Jolla, CA, USA). *P*-values<0.05 were considered as significant.

## Figures and Tables

**Figure 1:**
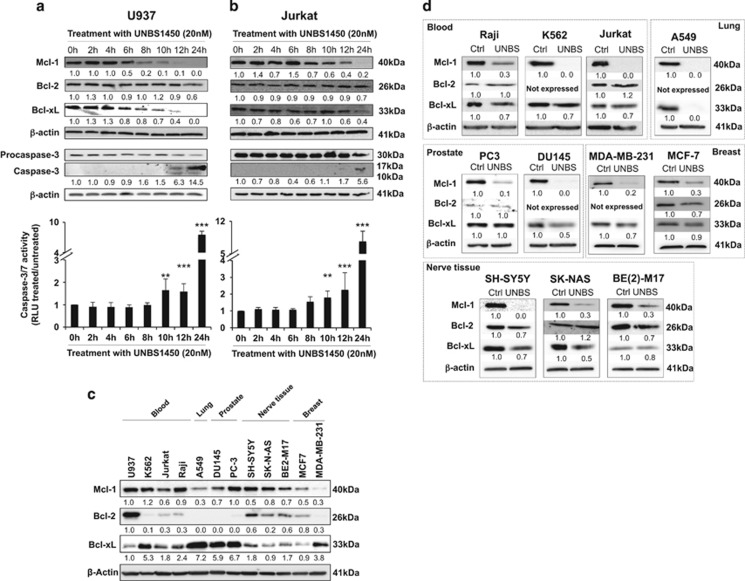
Mcl-1 protein is early and ubiquitously downregulated by UNBS1450 in human cancer cells. Kinetic analysis by western blot of Mcl-1, Bcl-xL and Bcl-2 protein expression in U937 (**a**) and Jurkat (**b**) cells following the treatment with UNBS1450 (20 nM). In parallel, caspase activation was assayed by analysis of caspase-3 cleavage and confirmed by caspase-3/7 activity assay (bottom panels). (**c**) Western blot analysis of the levels of basal expression of Mcl-1, Bcl-2 and Bcl-xL proteins in different human cell lines. (**d**) Comparative western blot analysis of Mcl-1, Bcl-2 and Bcl-xL expression after UNBS1450 treatment at the corresponding IC50 values for 24 h. One of three independent experiments is shown for the western blot analysis. Values are the mean of three independent experiments +/− S.D. Statistical analysis was performed with one-way ANOVA test (*post-hoc* test: Sidak). Significance is reported as: **P<0.01, ***P<0.001 respect control values

**Figure 2:**
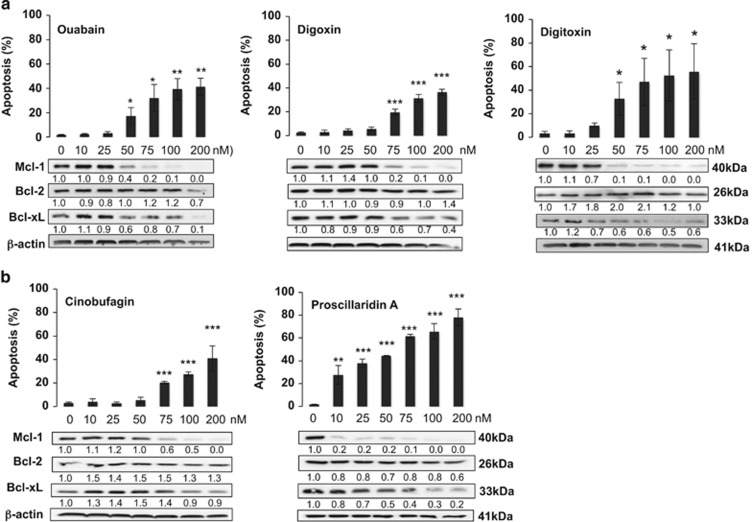
Mcl-1 is a common target of cardiac glycosides. U937 cells were treated for 24 h with the indicated concentrations of (**a**) the cardenolides ouabain, digitoxin and digoxin or (**b**) the bufadienolides cinobufagin and proscillaridin A. Apoptosis was quantified by analysis the nuclear morphology. Values are the mean of three independent experiments +/− S.D. The levels of the three major anti-apoptotic Bcl-2 proteins were analyzed in parallel by western blot. One of three independent experiments is shown. Statistical analysis was performed with one-way ANOVA test (*post-hoc* test: Sidak). Significance is reported as *P<0.01, **P<0.01, ***P<0.001 respect control values

**Figure 3:**
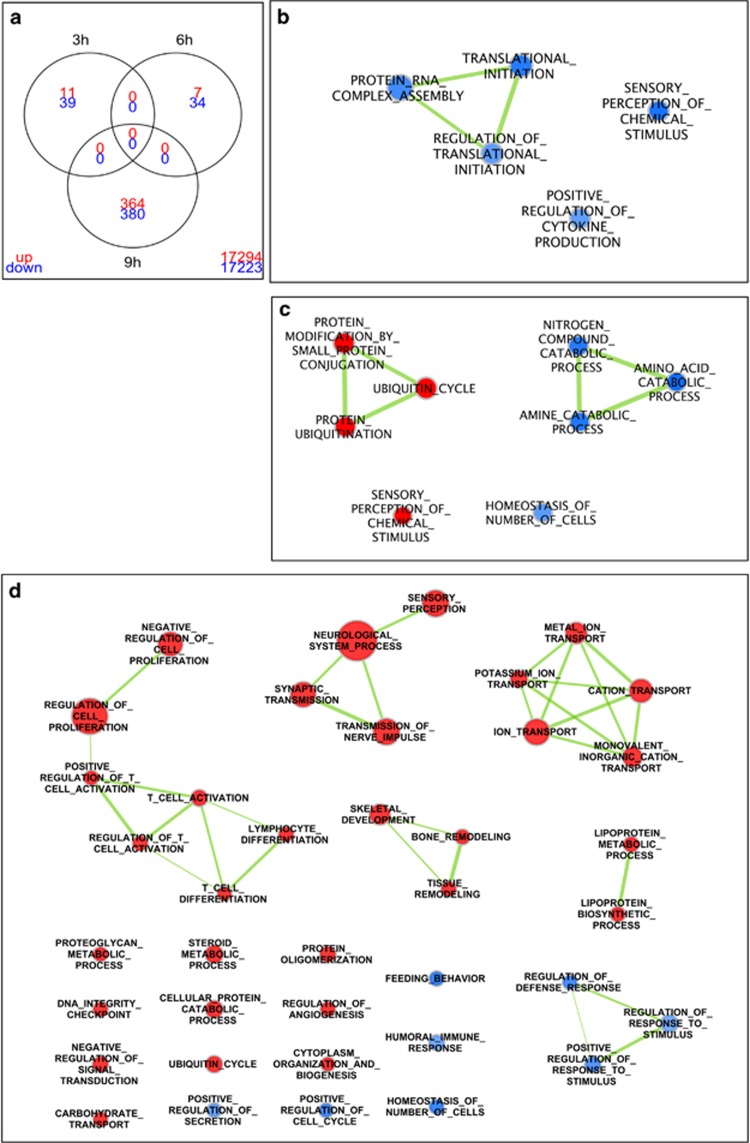
The effect of UNBS1450 on apoptosis is independent of transcriptional modulation (Microarray analysis). Venn diagram (**a**) showing the number of significant genes at each time point and overlap between gene lists. Upregulated genes (red) and downregulated genes (blue) were specified. The number at the bottom right of the figure indicated the number genes not significant in any condition (**b**–**d**). GO biological processes affected by treatment after (**b**) 3 h, (**c**) 6 h and (**d**) 9 h is reported. Upregulated processes are in red and downregulated processes are in blue. Green links indicate similarity between processes

**Figure 4:**
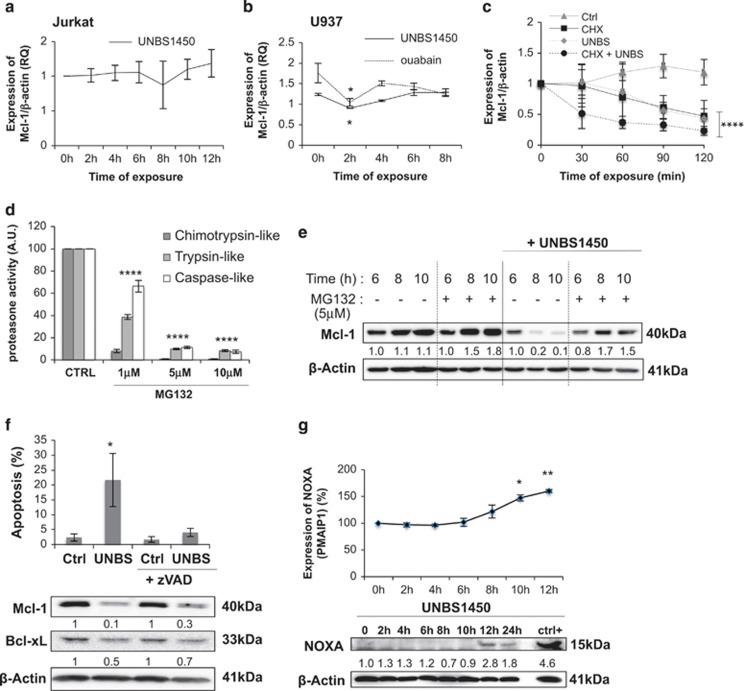
UNBS1450 downregulates Mcl-1 protein expression via a mechanism involving protein stability and the proteasome. **(a**) After treatment of Jurkat cells with UNBS1450 (20 nM) Mcl-1 mRNA expression was measured after 0, 2, 4, 6 and 8, 10 and 12 h (a time leading to Mcl-1 protein downregulation in this cell model). **(b**) Same analysis was performed on U937 cells with UNBS1450 (20 nM) or ouabain (100 nM), where Mcl-1 mRNA expression was measured after 0, 2, 4, 6 and 8 h. (**c**) Analysis of Mcl-1 protein stability. U937 cells were incubated with 20 nM UNBS1450 and after 6 h co-treated with or without 10 *μ*M cycloheximide (CHX) for further 2 h compared to untreated control cells (Ctrl). Samples were collected every 30 min and analyzed by western blot. Graph reports the quantification of Mcl-1 protein of 6 independent experiments +/−SD. (**d**) Determination of the concentration of MG132 required to inhibit the proteasome activity in U937 cells. Results are the mean of three independent experiments +/−S.D. (**e**) 5 *μ*M MG132 were selected to analyze the effect on Mcl-1 protein expression in presence/absence of UNBS1450. MG132 was added after 6 h treatment with 20 nM UNBS1450. Samples were collected after 2 h for western blot analysis of Mcl-1. (**f**) Effects of the pan-caspase inhibitor (zVAD; 50 *μ*M) on apoptosis (top) and Mcl-1/Bcl-xL expression (bottom) after 12 h treatment with UNBS1450. (**g**) Analysis of the impact of UNBS1450 on NOXA expression at mRNA and protein levels. U937 cells treated with 20-*μ*M cisplatin for 24 h were used as positive control. Western blots are representative of three independent experiments. Results are the mean of three independent experiments +/− S.D. Statistical analysis was performed by two-way ANOVA test (*post-hoc* test: Dunnett or Sidak). Significance is reported as *P<0.05, **P<0.01, ****P<0.0001. In panel (**b**), significance is reported for UNBS1450+CHX *versus* CHX or UNBS1450

**Figure 5:**
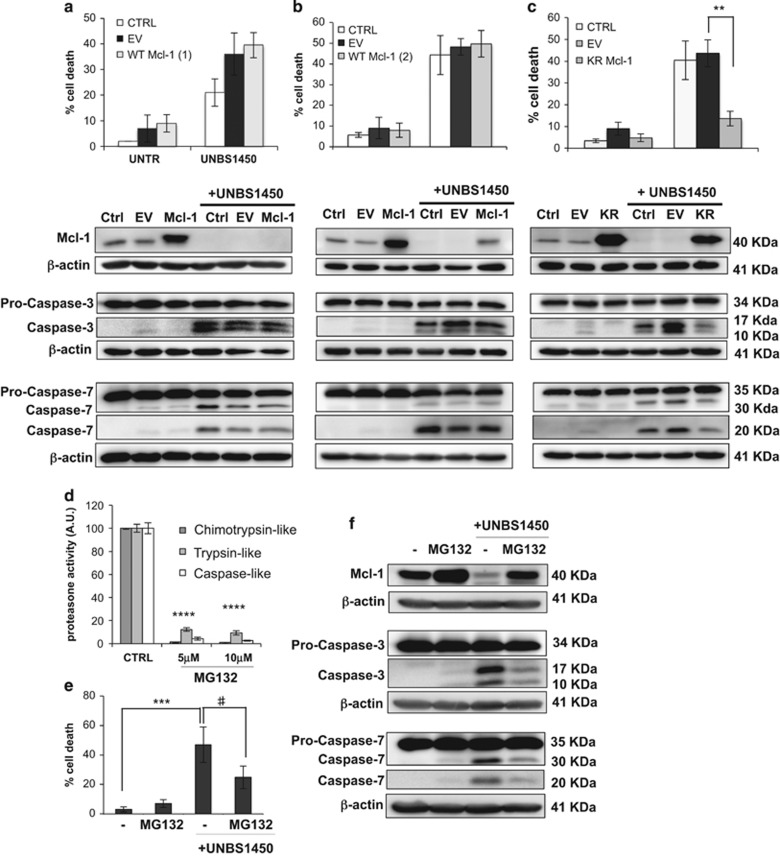
Mcl-1 downregulation regulates cytocidal effects of UNBS1450. SH-SY5Y cells were transfected and treated as reported in Material and methods with two plasmids bearing WT Mcl-1, (1) and (2) (**a** and **b**) or KR Mcl-1 plasmid (**c**). Induction of apoptosis was analyzed by nuclear morphology after 16 h UNBS1450 (25 nM) treatment. In parallel, Mcl-1 level and caspase−3/−7 cleavage were assessed by western blot. (**d**) A concentration of 5 *μ*M of MG132 was selected to study the impact on apoptosis (**e**) and (**f**) Mcl-1, caspase-3/7 cleavage in presence/absence of UNBS1450. MG132 was added after 10 h treatment with 25 nM UNBS1450, the minimum time required to induce Mcl-1 modulation in these cells (not shown), to minimize any side toxic effects of a longer exposure to the proteasome inhibitor. Western blots are representative of three independent experiments. The results are the mean of three independent experiments +/− S.D. Statistical analysis was performed by two-way ANOVA test (*post-hoc* test: Dunnett or Tukey) Significance is reported as **P<0.01, ***P<0.001, ****P<0.001 and ^#^*P*<0.05 against the respective control values

**Table 1:** IC50 values were estimated after 24 h treatment with UNBS1450 on the same panel of cell models as in Figures 1c and d.

**Cell line**	**IC50 24 h (nM)**
U937	17.8±1.0
Raji	40.2±3.7
K562	32.7±3.1
Jurkat	15.6±0.7
PC3	51.0±17.0
DU145	21.0±3.0
A549	32.0±3.0
SH-SY5Y	28.4±0.4
S-K-NAS	48.7±4.9
BE(2)-M17	51.0±2.0

The impact of UNBS1450 on cell metabolism/viability was evaluated by Cell Titer-Glo assay. Values are the mean of three independent experiments±S.D.

## Abbreviations

Bax: Bcl-2-associated X protein
Bak: Bcl-2 homologous antagonist killer (Bak)
Bcl-2: B-cell lymphoma 2
Bcl-xL: B-cell lymphoma-extra large
BH: Bcl-2 Homologue
BSA: bovine serum albumin
CG: Cardiac glycoside
CHX: cycloheximide
DMSO: dimethyl sulfoxide
Mcl-1: Myeloid Cell Leukemia 1
TRAIL: TNF-Related Apoptosis Inducing Ligand
PBS: phosphate buffer saline
FCS: fetal calf serum
NF-κB: nuclear factor-κB
USP9X: ubiquitin-specific peptidase 9, X-linked

## Notes

The authors declare that they received a starting grant from the company Unibioscreen, Brussels, Belgium.

How the deposited data were processed for this re-analysis (not part of the article)

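The deposited values are log2 ratios of the Cy5 over the Cy3 signal of each spot, background-corrected and normalized by the authors, and not yet turned for the dye swap. The authors' processing notes name limma for this step, and the methods give normexp background correction, loess within arrays and Aquantile between arrays. Of 45220 spots, 40563 had a value on all 16 arrays and 4657 had none and were left out. A further 11507 spots are not listed in the platform annotation used here and 86 carry several symbols, and both kinds were left out of the gene results, so that 28970 spots of 17330 genes remained. Gene symbols were brought up to date by gene identifier from the GRCh38.p14 gene table. Spot intensities, detection flags and quality weights were not used here, so no spot was down-weighted and average expression entered no test. Scale and direction of the values were settled by comparison with Table S1, where 184 of 196 well expressed genes at 9 h have the mean of the 4 turned ratios as their log2 fold change within 0.01. The centring of the columns before deposit is not given in the sources used here beyond the named normalization. As deposited, the medians of replicates 1, 2, 3 and 4 were −0.0036, −0.0052, −0.0033 and 0.0030 at 0 h, −0.0032, −0.0052, 0.0019 and 0.0033 at 3 h, −0.0070, −0.0041, −0.0025 and 0.00051 at 6 h, and −0.0021, −0.0071, 0.0031 and −0.0057 at 9 h.

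Ratios were turned to treated over control by changing the sign of replicates 3 and 4. A linear model with a coefficient per time point was fitted to all 16 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (prior degrees of freedom 3.29, residual degrees of freedom 12), and adjusted p-values are those of limma's moderated test with the Benjamini-Hochberg method over all spots with a single gene, per time point. The standard error of a gene comes from this fit, and the SD is that of its 4 arrays. A gene was called at a fold change of at least 1.3 and an adjusted p under 0.05. For genes with several spots the spot with the highest F-statistic over 3, 6 and 9 h was taken. Time points were compared with 0 h and with each other by contrasts of the same fit. With 4 arrays per time point the precision is limited, and which cultures or slides belong together is not given in the sources used here beyond the replicate numbers.

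Gene lists were tested with mroast of limma with 9999 rotations and seed 1, on the mean of the spots of each gene, and with camera at a preset correlation of 0.01 and at an estimated one. The 41 lists were written from general knowledge of the genes after the paper and its supplementary tables were read, and before the array values were seen. A list was called at an FDR under 0.05 over the lists of a time point. For each list the members called over all genes are counted, and beside them those called when p is adjusted over the list alone. Named genes follow a rule set beforehand: the genes the paper names, the 6 called genes with the largest rise and the 6 with the largest fall at a time point among those with all 4 arrays in one direction, up to 4 called members per list by smallest p, and for 3, 6 and 9 h the 3 genes with the highest and the 3 with the lowest fold change in Table S1. Any other gene is said to be named after its values were seen.

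In a self-test, 16 arrays were simulated from the residual spread of each spot, with known changes at 9 h. Of genes changed by 0.5, 1 and 1.5 on the log2 scale the fit without a dye term recovered 91.0, 97.0 and 100%, and 85.1, 98.5 and 100% when a gene-specific dye effect was simulated, where a dye coefficient recovered 94.0, 98.5 and 100%. Of the unchanged genes the fit without a dye term called 9, and 1 with the simulated dye effect. Among 40 simulated lists the only one shifted, by 0.2, was found (FDR 0.002), and no other was called. The simulated noise was independent between spots and arrays, whereas real arrays of one replicate number had a consensus correlation of 0.25. That value comes from a fit without a dye term, so the shared dye orientation can have raised it. These rates may therefore not hold for the real genes and lists. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and random-block fits used statmod 1.5.0.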

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

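All tests named in this part were chosen only after the result was seen, and the outcomes that decide those of replicate 4 were reworded after it. Replicate 4 showed the 9 h pattern more strongly than the other arrays, and already at 6 h. On the mean 9 h profile of replicates 1 to 3 its 6 h array had a slope of 0.741. The other 6 h arrays had at most 0.146, on a profile without replicate 4 and without their own replicate, so these values do not share a reference. On the profile of replicates 1 to 3, which holds their own replicate, replicates 1, 2 and 3 had 0.661, 0.209 and 0.307 at 6 h. That culture may have answered earlier or more strongly, and without another measure of it the test could not tell. With replicate 4 and the own replicate left out, the other 9 h arrays had slopes of 0.15 to 0.54, so this slope hardly separates 6 h from 9 h arrays. The arrays of replicate 4 named 6 h and 9 h, at 0.741 and 0.896, lay above all others on these unlike profiles, and an exchange of them could not be excluded. A larger scale of these arrays may also have a part, since the slope of the dye profile, 0.651 at 6 h against up to 1.43 on the others and 1.09 at 9 h against up to 0.96, could not tell, and their median absolute deviations, 0.167 and 0.212, were the largest of their time points. Without these 2 arrays 86 genes were called at 9 h, 52 of them shared with the 130.

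Single arrays stood apart from the other 3 of their time point in 19 of 97 groups of named genes; chance alone gives about 1 in 20, and the genes at the ends of Table S1 were picked for large values. Among genes the paper names, these were RELA at 0 h (replicate 2, −0.55), MTOR at 3 h (replicate 1, −0.30), NFKB1 at 3 h (replicate 1, −0.23), ACTB at 6 h (replicate 1, −0.63), MTOR at 6 h (replicate 1, −0.58), BAX at 9 h (replicate 2, 0.10), BCL2L1 at 9 h (replicate 1, 0.72) and SRC at 9 h (replicate 3, −0.32). Among the Table S1 genes, at 3 h they were CNTN6 (replicate 3, −2.18), DZIP1L (replicate 3, 4.33), TULP2 (replicate 3, 1.97) and ZFP42 (replicate 3, 2.45). At 6 h they were ARHGEF4 (replicate 3, −2.59), CKM (replicate 3, 1.54), CLEC3A (replicate 4, 1.40), TAT (replicate 3, −2.04) and ZNF841 (replicate 1, 1.29), and at 9 h CRIP3 (replicate 2, 1.96) and SPDYE1 (replicate 4, 2.55).

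FBXW7 lay above 0 on every array at 0 h and below 0 on every array at 3 h, with means 0.183 apart. NFKB1 lay above 0 on every array at 0 and 9 h and below 0 at 3 h, with means 0.252 apart between 0 and 3 h. RELA lay above 0 on every array at 3 h and below 0 at 0, 6 and 9 h, with means 0.412 apart between 3 and 0 h. Of 11593 spots left out of the gene results because they carry no single gene name, 26 passed the thresholds at 9 h, 13 higher and 13 lower, and 0 passed at 0 h.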

How the results depend on the processing

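Without the 6 h and 9 h arrays of replicate 4, and with a dye coefficient together with array weights, are alternatives chosen after the data were seen, as are those on the Table S1 shares. The cause was not tested for any leave-one-out range below, and dye orientations are unbalanced in those fits, so a dye effect no longer cancels. The 130 genes of 9 h became 520 with a gene-specific dye coefficient (128 shared with the 130), 699 with a fixed replicate block (129 shared), 313 with robust regression (106 shared), 213 with no fold change limit and 855 with unadjusted p. They became 64 with arrays scaled to one spread, 65 when all spots were tested, 38 at a fold change of at least 1.5, and 0 with treat, with adjustment over 3, 6 and 9 h together, with array weights, or with each time point on its own arrays. Only replicates 1 and 2 gave 12 and only replicates 3 and 4 gave 0, leaving out a replicate gave 0 to 61, leaving out the 6 h and 9 h arrays of replicate 4 gave 86, and dye coefficient with array weights gave 205. Scaling left 57.8% of the called genes higher and centring 51.2%. The random block, robust prior, centring, and means of spots kept the count within the set limits.

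At 0, 3 and 6 h, robust regression called 2, 5 and 8 genes and unadjusted p 100, 57 and 126, and dye coefficient with array weights called 132 at 6 h. Relative to 0 h, the 0 genes of 9 h became 2 with a dye coefficient, 7 with the replicate block, 3 with the random block, 1 with own arrays, 169 with robust regression, 656 with unadjusted p, 2 with replicates 1 and 2 only, 0 to 2 with a replicate left out, 20 without the 6 h and 9 h arrays of replicate 4, and 7 with dye coefficient and array weights. Relative to 0 h, those of 3 h became 25 with robust regression, 417 with unadjusted p and 192 with dye coefficient and array weights, and those of 6 h became 33 with unadjusted p. Between 3 and 6 h, robust regression called 84, unadjusted p 441 and dye coefficient with array weights 712. Between 3 and 9 h, robust regression called 259, unadjusted p 818, replicates 1 and 2 only 2, and leaving out a replicate 0 to 1. Between 6 and 9 h, robust regression called 5, unadjusted p 83, replicates 1 and 2 only 2, and leaving out a replicate 0 to 1. Genes called at more than 1 time point numbered 4 with robust regression, 76 with unadjusted p and 14 with dye coefficient and array weights.

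The 3 lists of 9 h became 1 with own arrays, array weights, scaled arrays, camera with an estimated correlation, or without the 6 h and 9 h arrays of replicate 4. They became 0 with replicates 1 and 2 only or replicates 3 and 4 only, 1 to 3 with a replicate left out, 8 with camera at a preset correlation, and 5 with the highest-F spot of a gene, ribosome biogenesis and the ion pumps added. At 6 h, 1 list passed with scaled arrays, with dye coefficient and array weights, or at an unadjusted p under 0.005, and 4 passed with camera at a preset correlation. At 3 h, 1 list passed with dye coefficient and array weights and 2 with camera at a preset correlation, and at 0 h the latter gave 1. The share of Table S1 genes with all arrays in one direction rises with fewer arrays by itself. With a replicate left out it was 23.7 to 26.3% at 3 h and 20.0 to 30.0% at 6 h, against 15.8% and 15.0% with all arrays. It was 14.3 to 27.9% at 9 h under 7.5 and 92.9 to 96.9% at 7.5 or more, against 12.1% and 92.9%, and the values that moved were 25.0, 24.3, 27.9 and 96.9%.

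Of 24 residual correlations between arrays of one replicate number at 2 time points, 23 exceeded 0.1, the lowest was 0.061, and those of 6 against 9 h were 0.36 to 0.66. The own number gave the highest value in 16. Arrays of one number also share a dye orientation, and no dye term was taken out of these residuals. A dye effect alone can therefore raise these correlations. Pairs were to be used only if all 24 exceeded 0.1, so the numbers were not treated as pairs. This does not rule out that arrays of one number belong together, and the counts with the replicate block are given above. The adjusted p of MCL1 at 6 h ranged from 0.0411 to 1, and MCL1 was called in none of them.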

Differences from the paper's values

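The thresholds are those the paper states, a fold change of at least 1.3 and a p of 0.05 after multiple correction, but its spot weights were not used here. At 3 h the paper calls 50 genes, 11 higher and 39 lower, and here 0 were called, 0 higher and 0 lower. Of 23 alternatives set before the data were examined, unadjusted p comes within 1.5-fold of the paper's value for the 50 called (57) and the 39 lower (50), and none does for the 11 higher. At 6 h the paper calls 41 genes, 7 higher and 34 lower, against 0, 0 and 0 here, and no alternative set before the data were examined comes within 1.5-fold of these 3 counts. At 9 h the paper calls 744 genes, 364 higher and 380 lower, and here 130 were called, 65 and 65. Within 1.5-fold of the 744 called come a dye coefficient for each gene (520), the replicate block (699) and unadjusted p (855), within 1.5-fold of the 364 higher the replicate block (294) and unadjusted p (366), and within 1.5-fold of the 380 lower the dye coefficient (295), the replicate block (405) and unadjusted p (489). The other alternatives set before the data were examined come within 1.5-fold of none of these 3 counts.

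Of the paper's 744 genes at 9 h, 697 were measured here. Of the 130 called here 121 are among them in the same direction, as are 367 of the genes called with a dye coefficient, 393 with the replicate block, 230 with robust regression and 420 with unadjusted p. In sign, 658 of the 697 match the paper's. Of the paper's genes, 47 were measured at 3 h and 35 at 6 h, and unadjusted p shares 8 and 9 of them, and robust regression 0 and 2.

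At 3 h the paper's log2 fold change of CNTN6 is −1.71 against −0.66 here, of COQ9 −1.70 against 0.027, of DZIP1L 3.33 against 1.09, of PHC3 −2.06 against −0.051, of TULP2 1.52 against 0.52 and of ZFP42 1.88 against 0.60. At 6 h the paper's value is −2.00 for ARHGEF4 against −0.66 here, 1.18 for CKM against 0.35, 1.07 for CLEC3A against 0.31, −1.61 for TAT against −0.62 and 0.98 for ZNF841 against 0.28. At 9 h it is −2.18 for C3orf52 against −0.76 here, 1.52 for CRIP3 against 0.46, −1.88 for LY6K against −0.11 and 1.96 for SPDYE1 against 0.62. Of 18 alternatives set before the data were examined, replicates 1 and 2 only come within 1.5-fold and the SD of the arrays of the paper's value for ZNF841 (0.68), and replicates 3 and 4 only for C3orf52 (−1.62), and none does for the others. The spot used here for COQ9 is not the one matched to the paper's by accession, whose mean over the 4 arrays is −0.53. For PHC3 and LY6K the spot used here may not be the paper's, and over the alternatives the nearest to the paper's −1.88 for LY6K is −0.82, without replicate 4. The GO categories of the paper were not tested here, and the lists tested in their place are not set against them.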

Other observations

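The test of the ZNF genes as a class and the splits of the arrays were set before their results were seen, and all other tests of explanations in this part were chosen only after the result was seen. Neither DNA replication nor histone genes passed as a list at 9 h, and their medians were highest on the array of replicate 4. Of 45 genes of DNA replication and the G1/S transition, RRM2, a subunit of ribonucleotide reductase, rose by 0.55 (standard error 0.093, adjusted p = 0.0375 from limma), and the list had a median of 0.13 and an FDR of 0.270 (0.00174 to 0.890 over the alternatives), with 5 higher when adjusted over the list alone, among them E2F2 at 0.71 (0.42 without replicate 4), named after its values were seen. The 31 histone genes had a median of 0.24 with 27 above 0, as many as at 0 h (FDR 0.289, from 0.000188 to 0.851 over the alternatives, none called in either adjustment). Mitotic genes had a median of 0.058 over 42 (FDR 0.289, from 0.0232 to 0.954 over the alternatives, none called in either adjustment). On the array of replicate 4 these medians were 0.43, 0.69 and 0.23, and on the other arrays they lay between −0.043 and 0.11. HUS1, of the checkpoint clamp, rose by 0.55 (adjusted p = 0.0451) and was the only one of 27 checkpoint genes called in either adjustment (median −0.0038, mean 0.015, FDR 0.848). CCNG1, a cyclin induced by p53, rose by 0.41 (adjusted p = 0.0492) among 27 p53 targets, of which 4 were higher and 1 lower over the list alone (median −0.00046, mean 0.039, FDR 0.700). RRM2 (0.41), HUS1 (0.37) and CCNG1 (0.37) were no longer called without replicate 4.

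Among stress genes, NDRG1, a hypoxia-induced gene, fell by 0.43 (adjusted p = 0.0375), and with DDIT4 and TFRC it makes 3 lower of 28 hypoxia genes, 4 lower and 1 higher over the list alone (median −0.016, FDR 0.748). NDRG1 was no longer called with the mean of its spots (−0.26) or without replicate 4 (−0.42). HERPUD1, of endoplasmic reticulum degradation, fell by 0.62 (adjusted p = 0.0405) among 33 genes of the unfolded protein response, 1 lower and 1 higher over the list alone (median 0.019, FDR 0.848). Of 33 immediate early genes none was called and 3 were higher and 3 lower over the list alone (median 0.046, FDR 0.806). Lists with no member called had medians and FDRs of 0.066 and 0.285 (autophagy, 37 genes, 2 higher over the list alone), 0.022 and 0.285 (oxidative phosphorylation, 39), −0.016 and 0.850 (glycolysis, 29, mean 0.030, 1 higher over the list alone, TXNIP), 0.020 and 0.510 (amino acid catabolism, 39), −0.030 and 0.748 (ribosomal proteins, 45), −0.049 and 0.301 (B cell markers, 14), 0.037 and 0.748 (epithelial markers, 20, mean −0.0055) and 0.0023 and 0.848 (olfactory and taste receptors, 39). The 14 housekeeping genes had a median of −0.029 (FDR 0.748), with TFRC lower in both adjustments.

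Of the 451 measured genes with a ZNF symbol, 10 were lower and 1 was higher at 9 h, an excess among the lower genes (Fisher exact p = 6.41e-06, odds ratio 6.93, tested after the calls were seen). A fall of zinc finger transcripts as a class might be proposed. The 440 ZNF genes not called had a median of 0.0053 at 9 h, with 207 below 0 and a rotation p of 0.959. At 3 h they had a median of −0.026 with 283 below 0 and a rotation p of 0.0565. A median at or above 0 at 9 h was set beforehand to count against a fall of the class. The 9 h values thus argue against a fall shared by most ZNF genes. A list without its called genes decides nothing about a fall of some of them.

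The genes the paper lists at 3 and 6 h lie at the lowest intensities. A spot weight that leaves the fold change to one array is likely for them, since for 55 of 58 matched genes the paper's value equals a mean with weight 0.1 on some arrays and not the plain mean. The genes might still have changed in the cells, but the median of the other 3 arrays in the paper's direction was 0.0022, with 30 of 58 above 0, and genes near the floor of detection cannot tell.

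The dye coefficient raised the count of 9 h from 130 to 520. A gene-specific dye effect shared by all arrays may be the source. Over 392 gained genes the orientation difference at 0 h correlated with that at 9 h at 0.297, which could not tell. This was the lowest value, and the other pairs of time points gave 0.43 to 0.89 over these genes. The gained genes were called only once a dye term was fitted to all arrays, which favours an orientation difference that repeats between time points. Such correlations over them therefore decide nothing. Over all spots with a single gene, the pairs of time points gave 0.46 to 0.72. Replicates 1 and 2 may have answered the treatment differently from replicates 3 and 4, for which the spread of that difference at 9 h was 2.00 times that at 0 h, and replicate pair and dye orientation coincide.

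A score of the genes called at 9 h, computed on the earlier arrays, was higher at 6 h than at 0 h by 0.24 (exact permutation p = 0.0571 over 70 splits), and without replicate 4 by 0.11, where the arrays are too few for a p under 0.05. At 3 h it did not differ from 0 h (exact permutation p = 0.943). The 9 h pattern may begin by 6 h, but the genes were chosen on 9 h arrays whose deviations the 6 h arrays of the same number can share, and further cultures at 6 h would tell.

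The 8 sign patterns of 4 arrays are too few for a share under 0.05. At 9 h the real count was 130 genes and the highest of the other patterns 1, a count reached by 1 of 8, and for lists 3 and 1, reached by 1 of 8. At 0, 3 and 6 h, where 0 genes and 0 lists were called, all 8 of 8 reached the real count. For the contrasts with 0 h and between time points all 35 of 35 splits reached the real count of 0, with a highest other count of 1 for 9 h relative to 0 h and for 3 against 9 h, and of 0 otherwise.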
